A study of Mus musculus with 5 samples.

How the data were processed

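A total of 5 mouse RNA sequencing libraries were compared, 2 in the sham group and 3 in the stroke group, as the sample labels assign them. Per the labels' protocols, RNA was extracted with TRIzol and RNeasy columns, and libraries were made with a KAPA stranded mRNA-seq kit, which captures polyadenylated RNA. The submitters' processing notes name FastQC, STAR 2.5.2b, featureCounts 1.5.1, DESeq2 1.14.1 and the mouse genome build GRCm38. The annotation release, the strand setting of the counting and the treatment of reads with several alignments are not given in the sources used here.

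Per the file headers, the deposited file held 1 row per gene with the columns of a DESeq2 results table, and no values per library. The authors gave each gene a signal, the mean over all libraries of read counts divided by size factors. The authors also gave a log2 fold change with its standard error on the log2 scale. The deposited Wald statistic is a score, and equalled the fold change divided by its standard error to within 1.31e-07. The deposited p-value of that test and its Benjamini-Hochberg adjusted p-value completed the row, with adjusted values in 17420 of 51912 rows. The smallest mean with an adjusted p was 9.19. Benjamini-Hochberg adjustment of the p-values of those rows gave the deposited adjusted values to within 1.35e-05. Calls were made at an adjusted p below 0.05.

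Before the data were examined, edgeR's quasi-likelihood test, voom and camera on counts had been planned, and were not run on all genes. They need values per library, so the authors' Wald tests with DESeq2 took their place. The 57 gene lists, the threshold and the rule for named genes had been fixed before the data were examined. The rule took Trim9, the 10 largest positive and 10 largest negative fold changes among calls with a mean of at least 5 counts per 1e6 (CPM), up to 3 called members of each list by adjusted p, and up to 2 uncalled members by mean. It also took every member of lists with 8 or fewer measured members, and left out predicted gene names. The rule also required every stroke library to lie on 1 side of both sham libraries, which could be checked only where reads per library were recovered. Other genes are named where a count was 5 or fewer, or were chosen after their values were seen, as were Abhd12b, Tmx1, Otx2, Prlr, Pmch, Avp and n-R5-8s1. Stroke libraries are numbered by size factor, from the largest.

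The file does not state which group is the numerator. Genes with 1 read in 1 library gave 5 separate values of the mean. The fold change was positive at 3 of these values and negative at 2, so a positive fold change was read as higher in the 3 stroke libraries. The 5 values also gave the size factors, which were 1.16, 1.13 and 1.12 in the stroke libraries and 0.945 and 0.734 in the sham libraries. The sham libraries are called the deeper and the shallower by size factor, since nothing ties them to the replicate numbers in the labels. The total reads per library are not given in the sources used here. The means summed to 2.65e+07 over all genes, and CPM were taken relative to that sum.

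Whole reads per library were then searched for with numba 0.67.0 and numpy 2.4.6 in Python 3.11.15. A set of 5 counts was accepted when it alone gave the deposited mean, fold change (to within 5e-06) and standard error. This gave reads for 6321 of 6434 genes tried, of which 6120 had a mean of up to 150. Among 500 genes whose mean had been shifted on purpose, 2 were accepted, against 494 of the same genes unshifted. On simulated data with known reads for the stroke against sham comparison, 198 of 198 genes were recovered rightly. Reads were recovered for 122 of 137 genes called lower and 56 of 135 called higher. Above a mean of 150 only some genes were tried, so most abundant genes, Trim9 among them, have no values per library here.

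Gene lists with at least 5 measured members were tested with cameraPR in limma 3.58.1 (R 4.3.3) on the authors' Wald statistic, two-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 57 lists. On simulated statistics for 17420 genes, 0.02 lists were called per draw without an effect, and 100% of lists shifted by 1.5 units of the Wald statistic were called. These draws are not reported with correlation between genes, so they do not show the false calls where genes of a list move together. Correlations estimated on recovered reads exceeded 0.01 in all lists except p53, NF-kB core and cerebellar, and reached 0.94 for MHC class II. Camera with an estimated correlation and fry need values per library. They were run on log2 of recovered normalized reads plus a pseudocount of 1, for the 36 lists with at least 5 recovered members. No power simulation is reported for them. With an estimated correlation 0 of the 36 lists passed, so a call lost there does not tell the lists apart. The log2 values also entered limma with trend and robust variance. On simulated counts for 6321 genes of this comparison, limma called 99.5% of 200 genes changed 8-fold, and 13 unchanged genes. That rate need not hold for the data themselves, where the sham libraries correlated at only 0.351 across these genes. Gene positions, biotypes and transcripts came from GENCODE vM21 on GRCm38, which held 17382 of the 17420 tested genes. Shared sequence was measured on 1 in 16 of all 50-base words of the transcripts.

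With no values per library for most genes, these analyses planned before were not run: other size factors, refits of the count models, voom, glmTreat, the replicate block, and leaving out a replicate over all genes. Alternatives tried in their place after the data were seen were a mean of at least 5 CPM, a Wald test against a fold of 1.5, groups scaled to equal summed counts, and removal of genes with at least 80% of their sham reads in 1 library. Others were pseudocounts of 0.1 and 5, leaving out each library among genes with recovered reads, and other statistics or correlations in the list test. The labels do not say that the libraries came from separate animals. The p-values therefore measure the spread between these samples, which may be technical.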

Results

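Gene expression was measured by RNA sequencing in C57BL/6 mice after a sham operation (2 libraries) or an ischemic stroke (3 libraries). Stroke was made by closing the middle cerebral artery with a filament for 30 minutes. Mice whose cerebral blood flow dropped by at least 80% were kept, and motor function was scored after 24 hours. The tissue sampled and the time of sampling are not given in the sources used here. The series concerns TRIM9, a brain-enriched E3 ubiquitin ligase, and inflammation of the brain after stroke. Of 51912 annotated genes, 31651 had at least 1 read and 17420 had an adjusted p-value in the authors' deposited table. Fold changes are stroke over sham throughout.

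The first question was whether Trim9 itself differed after stroke. Trim9 (ENSMUSG00000021071, chromosome 12, 70244533 to 70347614, GRCm38) was higher in stroke, with a log2 fold change of 1.04 (SE 0.18, adjusted p = 1.1e-05), or 2.05-fold, in the authors' deposited table. Its mean normalized count there was 7078, and its reads per library were not recovered. Trim9 was the only called gene among 32 measured members of the TRIM family, a group of RING-type ubiquitin ligases, also when adjusted over the list alone. Trim2 and Trim37, the most abundant uncalled members, had log2 fold changes of 0.11 (SE 0.24) and 0.06 (SE 0.20) in the authors' deposited table. The family as a whole did not pass the list test (adjusted p = 0.058). The family passed with every gene with a read (adjusted p = 0.00993). It did not pass in the other settings, such as a mean of at least 5 CPM (adjusted p = 0.279). The call for Trim9 did not hold against a fold of 1.5 (adjusted p = 0.436).

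The gene next to Trim9 moved the other way. Pygl, which encodes liver glycogen phosphorylase, had the third-smallest p-value of all tested genes and a log2 fold change of -3.77 (SE 0.29, adjusted p = 4.7e-36) in the authors' deposited table. Its recovered normalized count was 104 ± 8.3 (SD, n = 3) in the stroke libraries, against 1717 in the deeper and 1125 in the shallower sham library. Pygl lies at 70190811 to 70231488 on chromosome 12, 13044 bases from Trim9. Tmx1, on the other side of Trim9, had a log2 fold change of 0.01 (SE 0.22, adjusted p = 0.999) in the authors' deposited table. Abhd12b, beyond Pygl, had 157 normalized reads in the deeper sham library, 1.36 in the shallower and 0.864, 4.42 and 0 in the stroke libraries. Its adjusted p was 0.344 in the authors' deposited table.

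Genes called higher in stroke were mostly protein coding, and genes called lower mostly were not. The authors' deposited table called 272 genes, 135 higher and 137 lower in stroke. Of those called higher, 127 were protein coding, against 34 of those called lower. All 56 recovered genes called higher lay above both sham libraries in every stroke library. Of the 122 recovered genes called lower, 68 lay below both sham libraries in every stroke library. Of 6143 recovered genes that were not called, 596 lay above and 998 below both sham libraries in every stroke library. At least 80% of the sham reads came from 1 sham library for 100 of these 122 genes, in 87 from the shallower and in 13 from the deeper. Without genes of that kind, 171 calls were left, 134 higher and 37 lower. Only genes with recovered reads could be removed, so the 37 include 15 genes for which the split between sham libraries is unknown.

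Heat shock genes gave the smallest p-value of the 57 lists in the test on the Wald statistic. Other lists lay below them by ranks, such as immediate early genes (adjusted p = 1.09e-10 against adjusted p = 8.45e-07). The same held on fold changes, as for chemokines (adjusted p = 1.23e-22 against adjusted p = 7.6e-14). Of 16 measured heat shock and chaperone genes, 5 rose and none fell (adjusted p = 2.98e-38 for the list), and 11 rose when adjusted over the list alone. Hspa1b and Hspa1a, the inducible HSP70 genes, had log2 fold changes of 5.98 (SE 0.29) and 5.60 (SE 0.40) in the authors' deposited table. The 2 genes are near-identical copies. Hspb1, a small heat shock protein gene, had a normalized count of 244 ± 105 (SD, n = 3) in stroke, against 41.3 and 39.5 in the sham libraries. The other members that rose were Hsph1 and Dnajb1. Hspa8, the constitutive HSC70 gene, had a log2 fold change of 1.27 (SE 0.40, adjusted p = 0.0842) in the authors' deposited table.

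Immediate early genes, which neurons and other cells induce within minutes of stimulation, rose in 12 of 24 measured members and fell in none (adjusted p = 1.55e-32). When adjusted over the list alone, 19 rose. The call was lost with an estimated correlation over the 7 members with recovered reads (adjusted p = 0.308). Atf3, a transcription factor of the stress and axon injury response, had a normalized count of 303 ± 18.7 (SD, n = 3) in stroke, against 22.2 and 10.9 in the sham libraries. Npas4, an activity-dependent transcription factor of neurons, and Ier5 had log2 fold changes of 2.28 (SE 0.44) and 1.22 (SE 0.25) in the authors' deposited table. Egr3 did not pass, with a log2 fold change of 1.37 (SE 0.45, adjusted p = 0.107) in the authors' deposited table. Of 18 measured axon injury and regeneration genes, Atf3, Nptx2 and Bdnf rose and none fell (adjusted p = 4.42e-11), and 6 rose when adjusted over the list alone. The axon injury call was also lost with an estimated correlation (adjusted p = 0.308), and among recovered genes without the shallower sham library (adjusted p = 0.278). Nptx2, a secreted synaptic pentraxin, and Bdnf, a neurotrophin, had log2 fold changes of 2.78 (SE 0.42) and 1.43 (SE 0.28) in the authors' deposited table.

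**Figure D1:**
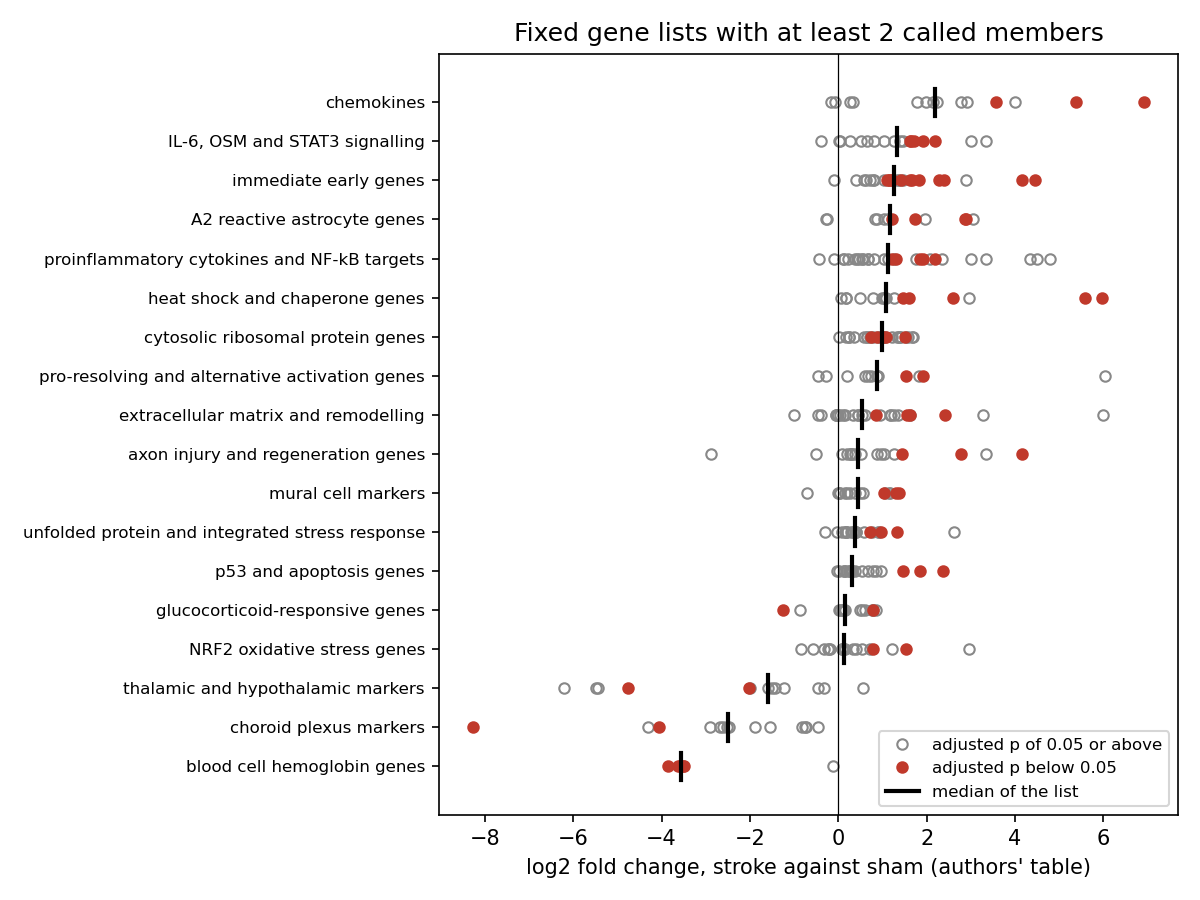
Log2 fold change of stroke over sham (horizontal axis, authors' values) for every measured member of the 18 fixed lists with at least 2 called members. Filled points passed an adjusted p of 0.05, open points did not, and bars mark the median of a list, which was 2.19 for chemokines and -3.55 for hemoglobin genes.

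Inflammatory signalling genes formed the next group. Of 29 measured proinflammatory cytokines and NF-kB targets, Socs3, Relb, Ptgs2, Icam1 and Bcl3 rose and none fell (adjusted p = 1.63e-12), with 9 rising when adjusted over the list alone. Among 14 measured chemokines, Ccl2, Ccl4 and Ccl3 rose and none fell (adjusted p = 9.06e-10), with 7 rising when adjusted over the list alone. Ccl2, the main monocyte attractant, had normalized counts of 31.1, 82.2 and 173 in the stroke libraries, 4.23 in the deeper and 0 in the shallower sham library. Ccl3 had 17.3, 147 and 187 against 6.35 and 13.6. Of 18 measured genes of IL-6, OSM and STAT3 signalling, Cebpb, Junb, Cebpd, Socs3 and Bcl3 rose and none fell (adjusted p = 1.45e-11), and 8 rose when adjusted over the list alone. Socs3, a feedback inhibitor of STAT3, had a normalized count of 372 ± 180 (SD, n = 3) in stroke, against 132 and 64.0 in the sham libraries. With an estimated correlation, each of these 3 lists lost its call (adjusted p = 0.308). Nfkbia and Csf1 did not pass, with log2 fold changes of 0.56 (SE 0.28) and 0.38 (SE 0.38) in the authors' deposited table.

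Few genes upstream of that response were called. Of 24 measured NF-kB core and ubiquitin genes, Relb alone rose and none fell, also when adjusted over the list alone. The list did not pass (adjusted p = 0.0955). It passed with every gene with a read (adjusted p = 0.0208) and on its 6 recovered genes with the preset correlation (adjusted p = 0.0179). It did not pass with an estimated correlation (adjusted p = 0.308) or in the other settings over all genes, such as by ranks (adjusted p = 0.0923). Among pattern recognition genes, only Cd14, a co-receptor for lipopolysaccharide, rose of 22 measured, and 2 rose when adjusted over the list alone. That list passed with the preset correlation (adjusted p = 0.000167) but not with an estimated correlation (adjusted p = 0.327). Cd14 had normalized counts of 150, 255 and 530 in stroke, against 54.0 and 31.3 in sham. No type I interferon gene of 27 measured was called over all genes, and 3 rose when adjusted over the list alone. The interferon list passed as a whole (adjusted p = 2.47e-05), and that call was lost with an estimated correlation (adjusted p = 0.308) and among genes with a mean of at least 5 CPM (adjusted p = 0.357, direction turned). Stat2 had a log2 fold change of -0.15 (SE 0.25) in the authors' deposited table.

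Markers of blood-borne leukocytes were not called. None of 8 neutrophil, 5 lymphocyte and 9 infiltrating monocyte and macrophage markers passed over all genes or when adjusted over the list alone. These were the measured members of lists of 20 each. Standard errors were 0.42 to 1.17 for the neutrophil and 0.34 to 1.03 for the lymphocyte markers, against a median of 0.33 over tested genes. The lack of calls therefore cannot show that these cells were absent. Neutrophil and lymphocyte lists had adjusted p-values of 0.987 and 0.923. The monocyte list passed with the preset correlation (adjusted p = 0.0244), and not with an estimated correlation (adjusted p = 0.343), nor among recovered genes without stroke library 3 (adjusted p = 0.176) or the shallower sham library (adjusted p = 0.331). Lcn2 had a normalized count of 537 ± 221 (SD, n = 3) in stroke, 96.3 in the deeper and 534 in the shallower sham library. S100a9, a neutrophil gene, had 34.3 ± 9.8 (SD, n = 3) against 20.1 and 10.9.

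Among the lists of glial genes, called genes lay only in those of reactive astrocyte and disease-associated microglia genes. The cell types that express them were not tested, and Cd14, Ptgs2 and Hspb1 are also members of other lists. Of 12 measured A2 reactive astrocyte genes, Cd14, Emp1, Ptgs2 and Slc10a6 rose and none fell (adjusted p = 2.51e-07), and 5 rose when adjusted over the list alone. Of 13 pan-reactive astrocyte genes only Hspb1 rose (adjusted p = 5.67e-05 for the list), and 2 rose when adjusted over the list alone. Both lists lost their call with an estimated correlation (adjusted p = 0.327). Gfap, the classical marker of reactive astrocytes, had a log2 fold change of 0.18 (SE 0.88, adjusted p = 0.989) in the authors' deposited table. The astrocyte marker list did not pass (adjusted p = 0.0949), but passed downward among genes with a mean of at least 5 CPM (adjusted p = 0.0238) and by ranks (adjusted p = 0.038). The oligodendrocyte and myelin list passed downward (adjusted p = 0.0324), with none of 18 members called over all genes or adjusted over the list alone. Of its 4 members with recovered reads, 3 were highest in the deeper sham library and 1 in a stroke library. The myelin call was lost with a preset correlation of 0.05 (adjusted p = 0.105) and on fold changes in place of Wald statistics (adjusted p = 0.736). None of the 18 astrocyte markers and none of 20 microglia markers was called over all genes, and 1 microglia marker rose when adjusted over the list alone. The microglia list lay at the threshold (adjusted p = 0.0498) and lost its call with an estimated correlation (adjusted p = 0.508). Among recovered genes it lost its call without stroke library 2 (adjusted p = 0.0993) and turned downward without the shallower sham library (adjusted p = 0.577). Of 19 disease-associated microglia genes only Cd63, a lysosomal tetraspanin, rose (adjusted p = 0.000289 for the list, adjusted p = 0.308 with an estimated correlation), also when adjusted over the list alone.

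Vascular and matrix genes rose in part. Of 16 measured mural cell markers, Acta2, Tagln and Myl9, all contractile genes of smooth muscle, rose and none fell (adjusted p = 1.54e-05), and 4 rose when adjusted over the list alone. Acta2 had a normalized count of 365 ± 21.6 (SD, n = 3) in stroke, against 104 and 191 in sham. None of 20 endothelial markers was called over all genes, and 2 rose when adjusted over the list alone. Of 27 matrix and remodelling genes, Plaur, Adamts1, Col4a1 and Adamts9 rose and none fell (adjusted p = 2.26e-08), and 7 rose when adjusted over the list alone. Plaur, the urokinase receptor, had 120 ± 31.0 normalized counts (SD, n = 3) against 12.7 and 32.7. With an estimated correlation the mural and matrix lists lost their calls (adjusted p = 0.308 and adjusted p = 0.327).

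Further stress responses were partial. Ppp1r15a, Hspa5 and Chac1 rose among 20 genes of the unfolded protein and integrated stress response (6 adjusted over the list alone), and Gadd45b, Gadd45g and Pmaip1 among 19 p53 and apoptosis genes (5 adjusted over the list alone). None fell in either list (adjusted p = 1.3e-07 and adjusted p = 2.7e-07), and with an estimated correlation both calls were lost (adjusted p = 0.308). The p53 call was lost there although the estimated correlation of that list, -0.0646, lay below the preset 0.01. Gadd45b had 686 ± 209 normalized counts (SD, n = 3) in stroke, against 159 and 105 in sham. Of 23 hypoxia and glycolysis genes only Eno1, which encodes a glycolytic enolase, rose, and 2 rose when adjusted over the list alone (adjusted p = 5.67e-05 for the list). Of 30 cytosolic ribosomal protein genes, Rplp0, Rpl10a, Rpl18, Rps15 and Rps2 rose, all 30 had a positive fold change, and 13 rose when adjusted over the list alone (adjusted p = 2.04e-16 for the list). Their median log2 fold change was 0.98 over the authors' deposited table.

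Ribosomal RNA genes were called in both directions. The gene n-R5-8s1, a nuclear ribosomal RNA gene, was called higher, with 121, 78.7 and 48.4 normalized reads in stroke against 12.7 and 16.4 in sham. The gene mt-Rnr2, the large mitochondrial ribosomal RNA, had a log2 fold change of -3.53 (SE 1.04, adjusted p = 0.0456) in the authors' deposited table. Its call was lost with adjustment over every gene with a read, with a mean of at least 5 CPM and against a fold of 1.5. Lars2, which encodes the mitochondrial leucyl-tRNA synthetase, and the microRNA gene Mir6236 had log2 fold changes of 2.87 (SE 0.30) and 2.78 (SE 0.32) in the authors' deposited table.

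Neuronal identity genes were not called. No member passed over all genes among 18 pan-neuronal, 18 glutamatergic cortical, 17 GABAergic and 18 striatal markers, 15 ionotropic glutamate receptors, 12 GABA-A receptor subunits, 24 synaptic genes or 22 voltage-gated channels. Snap25 and Slc17a7 had log2 fold changes of 0.05 (SE 0.27) and 0.35 (SE 0.20) in the authors' deposited table. The GABAergic, striatal and synaptic lists passed the list test (adjusted p = 0.026, adjusted p = 0.027 and adjusted p = 0.0218), with median log2 fold changes of 0.23, 0.14 and 0.12. These 3 calls were lost with a preset correlation of 0.05 (adjusted p = 0.0897, adjusted p = 0.0944 and adjusted p = 0.0944). The other 5 lists had adjusted p-values of 0.0889 (pan-neuronal), 0.442 (cortical), 0.712 (glutamate receptors), 0.532 (GABA-A) and 0.939 (channels). The GABA-A list had a median log2 fold change of -0.02 and an upward test, and the channel list a mean of -0.01 and an upward test. When adjusted over the list alone, 2 striatal markers rose and no member of the other 7 lists passed.

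Called genes of the red blood cell, choroid plexus, and thalamic and hypothalamic lists were all called lower, few of them in the latter 2 lists. Hbb-bs, Hba-a1, Alas2, Hba-a2 and Hbb-bt fell among 6 measured red blood cell genes (adjusted p = 5.09e-12), also when adjusted over the list alone. Ttr and Folr1 fell among 14 choroid plexus markers (adjusted p = 2.7e-11), with 10 falling when adjusted over the list alone. Tcf7l2 and Oxt, which encodes oxytocin, fell among 13 thalamic and hypothalamic markers (adjusted p = 1.29e-07), with 6 falling when adjusted over the list alone. With an estimated correlation the 3 calls were lost (adjusted p = 0.308, adjusted p = 0.508 and adjusted p = 0.55). Ttr, the transthyretin gene of the choroid plexus, had 12947 normalized reads in the deeper sham library, 69.5 in the shallower and 21.1 ± 5.4 (SD, n = 3) in stroke. Oxt had 205 in the deeper, 1.36 in the shallower and 3.8 ± 2.1 (SD, n = 3) in stroke. Hbb-bs, a beta globin gene, had 1629 in the deeper and 275 in the shallower sham library, against 62.2, 123 and 44.8 in stroke. All 5 called red blood cell genes were above every stroke library in both sham libraries. Without the deeper sham library, the red blood cell list still passed downward among recovered genes (adjusted p = 0.0489), while the choroid plexus and thalamic lists turned upward without passing (adjusted p = 0.309 and adjusted p = 0.0758). The thalamic list also lost its call without stroke library 3 (adjusted p = 0.0807). The deeper sham library held the highest value for 11 of 11 recovered choroid plexus genes, 9 of 10 thalamic and hypothalamic genes, 9 of 10 ependymal genes and 5 of 5 red blood cell genes, against 27.3% of all recovered genes.

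**Figure D2:**
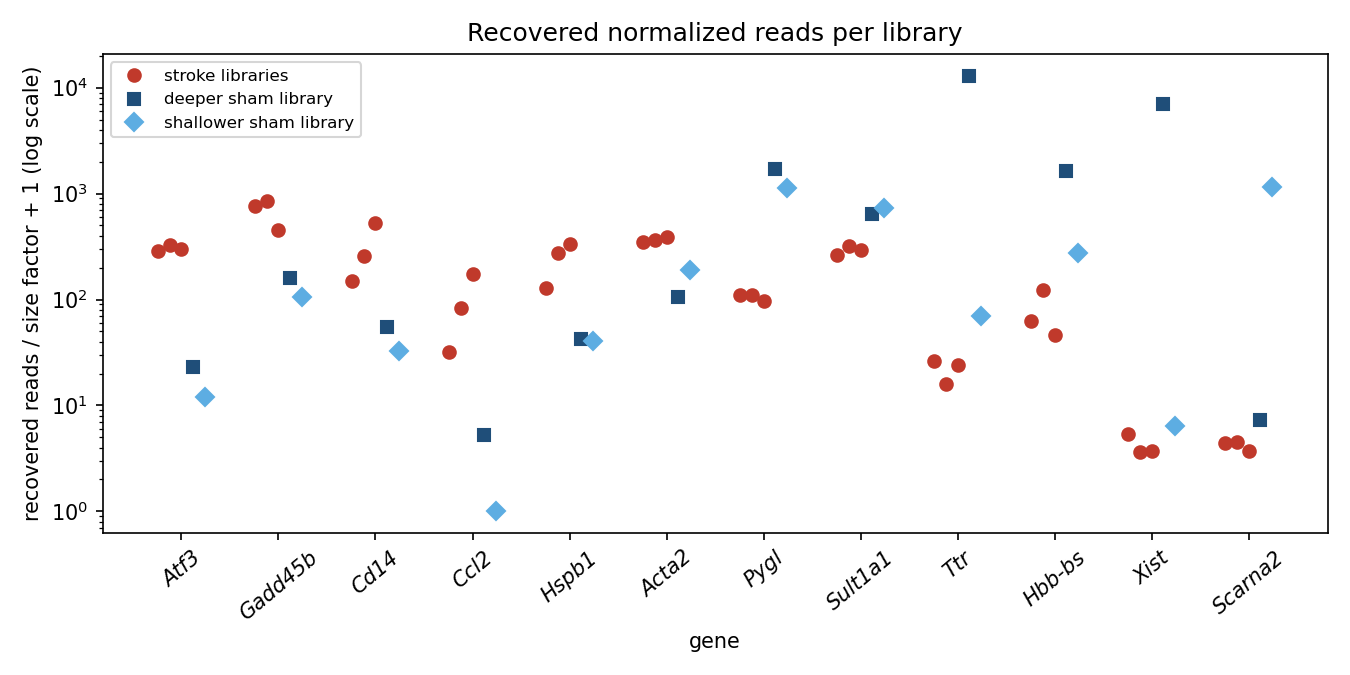
Recovered reads divided by size factor, plus 1, on a log axis for 12 genes, with each of the 3 stroke libraries and the 2 sham libraries as 1 point. Atf3 and Gadd45b separated stroke from both sham libraries, Pygl and Sult1a1 lay higher in both sham libraries, and Ttr and Xist were high in the deeper sham library alone.

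Among genes called lower with recovered reads, 102 of 122 had the larger sham count in the shallower sham library. Of the 137 genes called lower, 73 were annotated as unproven transcripts that await experimental support and 12 as small RNAs. Scarna2, a small Cajal body RNA, had 1155 normalized reads in the shallower sham library, 6.35 in the deeper and 3.2 ± 0.5 (SD, n = 3) in stroke. Rn7sk, Rpph1 and Rmrp, short RNAs made by RNA polymerase III, had log2 fold changes of -9.28 (SE 2.14), -9.20 (SE 2.47) and -8.66 (SE 2.34) in the authors' deposited table. Their reads per library were not recovered, so the sham library that holds them is unknown. Some genes were lower in stroke against both sham libraries. Sult1a1, a sulfotransferase gene, had 290 ± 25.6 normalized reads (SD, n = 3) in stroke, against 644 and 737. Mirg, a non-coding gene of the imprinted Dlk1-Dio3 region, had 157 ± 14 (SD, n = 3) against 486 and 818.

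**Figure D3:**
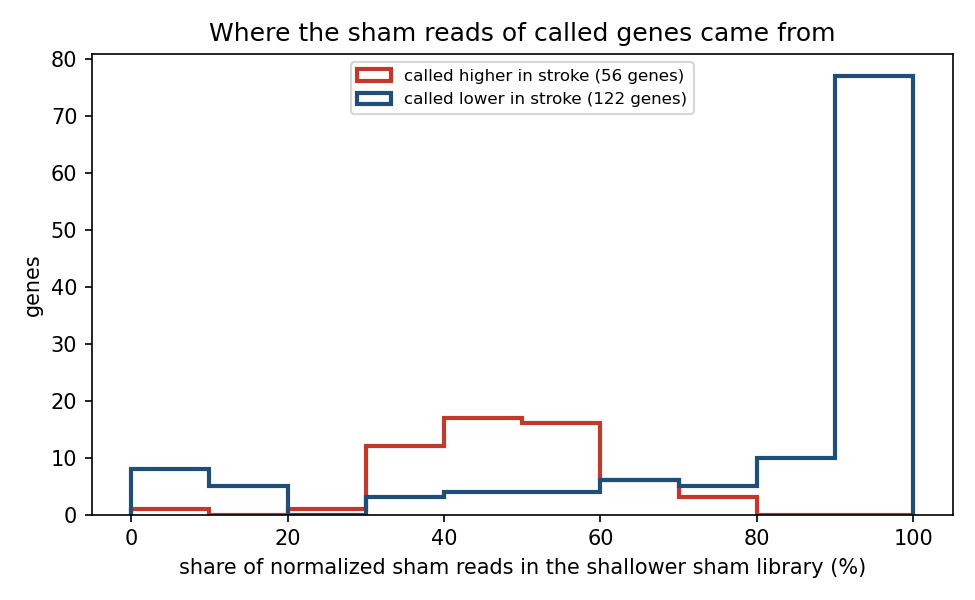
Number of genes (vertical axis) by the percent of normalized sham reads that lay in the shallower sham library, for called genes with recovered reads. Of the 122 genes called lower, 87 lie at 80% or more, against 0 of the 56 called higher.

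Sex-linked genes differed between the sham libraries. Xist, the RNA that coats the inactive X chromosome, had 7081 normalized reads in the deeper sham library, 5.45 in the shallower and 3.2 ± 1.0 (SD, n = 3) in stroke. Uty, a Y-linked gene, had 278 in the deeper, 1210 in the shallower and 474 ± 77.6 (SD, n = 3) in stroke. Xist was called lower, with a log2 fold change of -10.10 (SE 2.19, adjusted p = 0.00143) in the authors' deposited table. The list of 5 sex-linked genes, in which only Xist fell, did not pass (adjusted p = 0.178). The list passed on fold changes in place of Wald statistics (adjusted p = 9.38e-06). It did not pass in the other settings, such as by ranks (adjusted p = 0.565). Ddx3y, Eif2s3y and Kdm5d were not called in the authors' deposited table.

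Library similarity was compared across 6321 genes with recovered reads, which are not independent replicates. Pearson correlations of log2 normalized reads were 0.876 to 0.925 between stroke libraries, 0.806 to 0.822 between the deeper sham library and stroke, and 0.464 to 0.478 between the shallower sham library and stroke. The 2 sham libraries correlated at 0.351, the lowest of all pairs. Among 644 genes with at least 5 CPM in at least 2 libraries the order turned. The sham libraries then correlated at 0.43, and sham with stroke libraries at 0.27 to 0.348. Above a mean of 150 only some genes were tried, called genes among them. This set therefore cannot show whether the turned order holds for abundant genes in general. The first principal component took 65.2% of the variance and placed the shallower sham library at 103, with the other libraries between -40.6 and -16.6. The second took 19.7% and placed the deeper sham library at 52.6.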

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

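No paired analysis was possible because the file carries no values per replicate number. Other size factors, refits of the count models, voom, glmTreat and the replicate block had been planned and were not run. The settings below were chosen after the data were seen, except adjustment over every gene with a read and the rank correlation and stricter filter for similarity. Leaving out libraries, estimated correlation and fry had been planned for all genes and were moved to recovered reads. Against 272 called genes, adjustment over all 31651 genes with a read gave 187, and equal summed counts per group gave 296. The count fell to 142 (109 higher, 33 lower) with a mean of at least 5 CPM, to 171 (134 higher, 37 lower) without recovered genes with at least 80% of sham reads in 1 library, and to 45 in a Wald test against a fold of 1.5. Trim9 kept its call except against that fold (log2 fold change 1.04, adjusted p = 0.436). Among genes with recovered reads, limma called 2, Pygl and Atf3, where the authors' deposited table called 178. Leaving out 1 library moved limma's count from 0 to 1358: 1358 without the deeper sham library, 192 without the shallower and 0 without any of the stroke libraries, where 223 to 400 genes had an unadjusted p below 0.05. A lone sham library is assumed to vary like the stroke libraries. The authors' calls kept their direction without the shallower sham library in 56 of 56 genes called higher and 89 of 122 called lower, and without the deeper in 56 and 121. Of 57 lists, 36 passed, against 23 of the 49 that could be tested with a mean of at least 5 CPM. There 9 lists lost their call and the interferon list reversed (adjusted p = 0.357), and the cause was not tested. With a preset correlation of 0.05, 10 lists lost their call, on fold changes 10 and by ranks 1. Other lists gained a call, 4 by ranks, 1 on fold changes and 1 with a mean of at least 5 CPM. With every gene with a read, 41 lists passed and 5 gained a call. These were the TRIM, NF-kB core, pan-neuronal, ependymal and glucocorticoid-responsive lists. The pan-neuronal, ependymal and glucocorticoid-responsive lists also gained it by ranks. On recovered reads 27 of 36 lists passed, 0 with an estimated correlation and 0 with fry (6 at an unadjusted p below 0.05), and 22 to 28 when 1 stroke library was left out. The p53 and NF-kB core lists had estimated correlations of -0.0646 and -0.148, below the preset 0.01, and still lost their calls. Losses in that setting can therefore not be put down to correlation between genes alone. The 197 named genes include many uncalled list members, which had no call to lose. Of the called ones, 40 lost their call against a fold of 1.5 and 12 when every gene with a read was adjusted for. The correlation between sham libraries rose from 0.351 to 0.467 by rank and 0.43 in the stricter filter, which held only part of the abundant genes. There stroke libraries averaged 0.727 with each other and 0.319 with each sham library, and by rank 0.534 with the shallower sham library.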

Other observations

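The list tests not described so far added these values. Antigen presentation lists of MHC class I and class II, complement, TGF-beta signalling, A1 reactive astrocyte genes, disease-associated microglia genes, endothelial markers, pro-resolving genes, NRF2 genes and nuclear oxidative phosphorylation genes passed upward, with adjusted p-values from 7.91e-06 to 0.0474. Socs3 and Zfp36, an RNA-binding protein that destabilises cytokine messages, rose among 13 pro-resolving genes, and 4 rose when adjusted over the list alone. Ftl1 and Mt2, an iron storage and a metallothionein gene, rose among 19 NRF2 genes, the same number as adjusted over the list alone. No member of the class I (14), class II (7), complement (16), A1 (11) or TGF-beta (16) lists was called over all genes, and 2, 0, 0, 2 and 2 rose when adjusted over the list alone. Of the 10 lists named first, 9 had enough recovered genes for an estimated correlation, and 0 of them passed with it. The NRF2 list did not pass on its 5 recovered genes with the preset correlation either (adjusted p = 0.611). Over all genes it lost its call by ranks (adjusted p = 0.0679), with a preset correlation of 0.05 (adjusted p = 0.0777) and on fold changes (adjusted p = 0.0524). The oxidative phosphorylation list lost its call with a preset correlation of 0.05 (adjusted p = 0.0656), with a mean of at least 5 CPM (adjusted p = 0.0529) and on fold changes (adjusted p = 0.178). Among recovered genes, the class I (0.269), class II (0.331), complement (0.435), A1 (0.391), TGF-beta (0.191) and endothelial (0.118) lists lost their calls without the shallower sham library (adjusted p in brackets). Without stroke library 3, the complement (0.274), TGF-beta (0.0516) and endothelial (0.0782) lists lost theirs, and the endothelial list also without the deeper sham library (0.11).

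Lists that did not pass were ependymal (adjusted p = 0.0828), hippocampal (0.227), cerebellar (0.442), oligodendrocyte precursor (0.306), fibroblast (0.354), skeletal muscle (0.67), cell cycle (0.777), clock (0.306), glucocorticoid-responsive (0.0828) and mitochondrial-encoded genes (0.987). Among recovered genes, the direction of the ependymal, hippocampal and cerebellar tests depended on the sham library kept. It was upward without the deeper sham library and downward without the shallower. The deeper sham library held the highest value for 9 of 10 ependymal, 5 of 8 hippocampal and 4 of 6 cerebellar genes. Adjusted over the list alone, 2 hippocampal genes rose and 2 fell, 3 glucocorticoid-responsive genes rose and 2 fell, and 1 fibroblast and 1 mitochondrial-encoded gene fell. The neutrophil list had a median log2 fold change of -0.33 and an upward test, the cell cycle list a mean of -0.01 and an upward test, and the mitochondrial list a median of 0.04 and a downward test. Apod, a lipocalin, fell among 16 fibroblast and meningeal markers, mt-Nd6 among 7 mitochondrial-encoded genes, and Sult1a1 among 15 glucocorticoid-responsive genes, where Mt2 rose. In the deeper sham library, Otx2 had 162 normalized reads, Prlr 682, Pmch 761 and Avp 328. The shallower sham library had 6.81, 36.8, 2.73 and 1.36 for the same genes.

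All tests in this part, on the genes called lower, were chosen only after the result was seen. Among the 122 recovered genes called lower, 82% had at least 80% of their sham reads in 1 library. Both sham libraries were above every stroke library in 68 of them, and at least 2-fold above in 15.6%, such as Pygl, Mirg and Sult1a1, which a difference between the sham libraries alone does not give. For the other genes called lower, a fall after stroke cannot be told apart from such a difference. Of the 94 that are not protein coding, 97.9% had the larger count in the shallower sham library, so non-coding or unprocessed RNA in that library is a candidate explanation for this part. Tissue of another brain region in 1 library could not account for the 28 coding genes together, since 64.3% had the larger count in the same library. For the 9 called members of the choroid plexus, thalamic and red blood cell lists that share was 100%, in the deeper sham library. Of the 9, 8 were also above every stroke library in the shallower, among them all 5 red blood cell genes. The margin was small for Folr1 (5.45 against at most 3.58) and Hbb-bt (30.0 against at most 28.3). Without the deeper sham library, limma's log2 fold changes were -2.47 to -1.14 for the red blood cell genes. For these, tissue in 1 sample cannot be told apart from a difference between the groups. For Ttr, Folr1, Tcf7l2 and Oxt they were -1.70, -0.51, -0.46 and 0.95, against -9.22, -4.63, -2.75 and -5.50 without the shallower. A difference between the groups alone does not give that gap, but a smaller one stays open.

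The tests of haplotype and shared reads were written before their results, and that of an allele at Trim9 after the result was seen. Trim9 was called higher and its neighbour Pygl lower, in opposite directions 13044 bases apart. Shared reads are argued against by 0 shared exonic bases. A wide haplotype difference is argued against by the share of the 115 other tested genes within 10 Mb with an unadjusted p below 0.05, which was 0.413 times that of the rest of the genome (4.35% against 10.5%, permutation p = 0.969 over 1000 windows). A changed allele at Trim9 itself in the animals of 1 group cannot be told apart from a response to stroke: the lowest sham count of Pygl was 10.3 times its highest stroke count, but Abhd12b was high in 1 sham library alone, and the labels give 1 strain and no genotype.

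The comparisons of coding genes with and without shared 50-base words, and of those in the ribosomal list's length range, were written beforehand. Those of the 1207 genes of middle length and of the 309 that share most words were not among them. The trend within the list was chosen only after the result was seen. Coding genes within the list's range of longest transcripts (572 to 3706 bases) had a median log2 fold change 0.0312 times that of the list, and the 1207 in the middle of its lengths a median of 0.05, which argues against transcript length as the cause. Outside the list, coding genes that share 50-base words with other genes differed by -0.0194 in median log2 fold change from those that share none, and the 309 that share most of their words had a median of 0.09, which argues against reads with several alignments as the whole cause. Within the list the fold change increased with the shared part (Spearman rho 0.611 across 30 genes, permutation p = 0.00044), with medians of 0.41 for 6 members under 10% shared and 1.05 for the other 24. Such reads may therefore add to the rise, and a change in expression stays open as a hypothesis.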
